A study of Vitis vinifera with 3 samples.

How the data were processed

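Total RNA of grape berries was extracted with Trizol, and libraries were made with an Ultra RNA kit and run on an Illumina sequencer, per the labels. The 3 libraries were grouped by the age of the fruit: 40 DAF (expanding), 65 DAF (véraison) and 90 DAF (ripe), with 1 library each. The columns of the pairwise tables carry no library name. Each library is named by the labels in 2 of the tables, and the column that those 2 tables share value for value was taken as that library.

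The authors deposited, for each pair of stages, a read count per gene, RPKM (reads scaled by transcript length and library total), the log2 ratio of RPKM, p-values and q-values, and a call of up or down. The aligner, the genome build and the handling of reads that match several genes are not given in the sources used here. The submitters' processing notes name edgeR, with no version. These deposited values are treated as estimated counts, since they held 0.5 in place of 0 (6605, 8513 and 8081 genes in the expanding, véraison and ripe libraries), and they were set back to whole numbers, 0.5 to 0. The deposited RPKM followed from the counts and the total of 18543240, 21785051 or 20675429 reads, so the deposited log2 ratios are scaled by total reads. The deposited calls coincided for every gene with an at least 2-fold ratio, a q-value under 0.001 and an RPKM of at least 5 in 1 of the libraries. The deposited p-values and q-values per gene were not used further, because they compare 2 libraries and not 2 conditions. Tables of GO and KEGG classes of the called genes were also deposited.

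Libraries were scaled by TMM (edgeR 4.0.16, R 4.3.3), which gave factors of 1.33, 0.796 and 0.942 for the expanding, véraison and ripe libraries. A gene was counted as higher or lower when TMM-scaled CPM (counts scaled by library size) were at least 2-fold apart and the higher library had at least 50 reads. A count of 0 was set to a floor of 3 reads per library, which is 0.162, 0.138 or 0.145 CPM of total reads, and a ratio against it is a lower bound. Intervals of ratios are exact conditional binomial (Clopper-Pearson) intervals at 95% (scipy 1.17.1) and, like the floor, cover counting error only. No p-value was computed for a difference between stages, and p-values over classes of genes were computed only to check the arithmetic of the deposited class tables.

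Of the 29971 genes, 957 had a described function in the tables and 1796 a KEGG name, the latter given only to genes the authors called, and 0 identifiers matched the RefSeq gene table. Gene names are therefore those of the deposited descriptions, and genome coordinates were not used here. Gene lists came from 28 patterns of words matched to the descriptions. Of these lists, 12 had at least 5 members with at least 50 reads in 1 of the libraries, 10 had fewer and 6 (cell wall synthesis, cytokinin, brassinosteroid, heat shock, NAC and bHLH) had 0. The median log2 ratio of each list was placed among those of 10000 random lists matched on mean expression in 20 bins (seed 1), among 15876 genes, and a list stood apart below the 0.5 or above the 99.5 percentile. The percentile describes these libraries and is no test. Random lists were not matched on similarity between members, so a list of similar copies that move together can look more extreme. Named genes were the 10 largest and 10 smallest ratios per pair among genes with a described function and at least 200 reads in the higher library, 1 per description, up to 4 members of each list that stood apart and up to 2 of every other list. Some were left out for length. The lists, the rule, the thresholds and the first set of alternatives were set before the data were examined.

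Alternatives were scaling by total reads or by the DESeq2 (1.42.0) median of ratios, floors of 10, 200 or 1 read, a 4-fold threshold, the deposited RPKM ratios and calls, list means, unmatched lists, other floors and percentiles for lists. Removal of a running median over 50 bins of transcript length, matching on length, lists with KEGG names added, scaling without the véraison library, and rescaled values of single genes, list medians and counts of list members were added after the data were seen. The steps were tested on simulated data. In simulated ripe and expanding libraries with 14928 genes compared, 100% of 191 genes changed 4-fold were called in the right direction and 0 unchanged genes were called. The simulation held counting error only, so it gives no error rate for differences between berries. With only a length trend planted between véraison and expanding, 507 of 14993 genes were 2-fold apart before the length correction and 9 after it.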

Results

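The berry transcriptome was followed in Summer Black, a table grape bred from a cross of V. vinifera with V. labrusca, at 3 stages of fruit growth. Berries were sampled at 40 days after flowering (DAF), when the fruit was expanding, at 65 DAF, at véraison (the onset of ripening, when berries soften and colour), and at 90 DAF, when the fruit was ripe. The series asked how transcript levels differed across the whole transcriptome as the berry developed. Each stage was represented by 1 RNA-seq library, so there were no replicates and no test between stages. The labels speak of 3 biological replicates per stage, but 1 library stood for each stage here. The expanding, véraison and ripe libraries held 18543240, 21785051 and 20675429 reads assigned to 29971 genes, and 23366, 21458 and 21890 genes had at least 1 read. Ratios between stages are given with 95% counting intervals in parentheses, which cover counting error only and not the difference between berries. The words higher and lower describe these libraries.

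At véraison, transcripts named for ripening, a class IV chitinase and a polygalacturonase were far higher than at the expanding stage, while several pectinesterases, a sucrose synthase and a water channel were far lower. The ripening-related protein grip22 (VIT_06s0004g02560.t01) was 4454-fold higher (3119.7 to 6602), and polygalacturonase PG1 (VIT_08s0007g08330.t01), which breaks down pectin, was 160.4-fold higher (117 to 227). In contrast, aquaporin PIP2 (VIT_06s0004g02850.t01) was 121-fold lower (82.1 to 188). The list of proteins that loosen the cell wall stood lowest as a group, with a median log2 ratio of -2.05 over 27 members. This list held only pectinesterases, beta-galactosidases and polygalacturonases, so it says little of other proteins that loosen the wall. However, 7 further cell wall loosening genes found by KEGG names had a median of 0.77 (3 higher, 1 lower). When scaled by total reads, the median of these 7 was 0.02 (3 higher, 3 lower). KEGG names were given only to genes the authors called.

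Among genes with a described function, class IV chitinase (VIT_05s0094g00340.t01) was 629.9-fold higher (544 to 734). A putative ripening-induced protein 1 (VIT_05s0049g00760.t01) was 326-fold higher (298 to 357). A non-specific lipid-transfer protein (VIT_14s0108g00520.t01), with 3 reads at the expanding stage, was 517-fold higher (176 to 2509). Ferritin (VIT_08s0058g00430.t01), which stores iron, had 1 read at the expanding stage and was 291-fold higher (51.6 to 11542). The 1-aminocyclopropane-1-carboxylic acid oxidase 3 gene (VIT_11s0016g02380.t01), which encodes the enzyme of the last step of ethylene synthesis, was 186-fold higher (141 to 251) and had 75.8 TMM-scaled CPM (counts scaled by library size) in the ripe library against 376 at véraison. A putative pectin methylesterase inhibitor (VIT_16s0022g00960.t01) was 58.6-fold higher (57.5 to 59.7) and alone took 498004 reads at véraison. Thiamine thiazole synthase 2 (VIT_10s0116g00530.t01) was 15.3-fold higher (13.8 to 16.9). On the lower side, Rd22-c (VIT_04s0008g03950.t01) was 276-fold lower (134 to 686), nitrate reductase (VIT_18s0001g03910.t01) was 17.1-fold lower (11.5 to 26.4) and a ribulose bisphosphate carboxylase small chain (VIT_11s0052g00820.t01), part of the carbon-fixing enzyme, was 20.3-fold lower (15.4 to 27.2), whereas the more abundant small chain gene VIT_17s0000g03690.t01 (9393, 9804 and 4814 reads) had a log2 ratio of 0.57. A CASP-like protein (VIT_09s0002g03780.t01) was 22.1-fold lower (11.9 to 46.5), and another non-specific lipid-transfer protein (VIT_13s0067g02910.t01) was 10.7-fold lower (6.43 to 18.9).

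The cell wall loosening list held 14 members at least 2-fold lower and 6 at least 2-fold higher at véraison, and its median lay below all 10000 matched random lists, matched on expression. Pectinesterases made up the lower end. VIT_11s0016g03020.t01 was 136-fold lower (66.0 to 339.9), VIT_11s0016g00300.t01 was 51.3-fold lower (40.9 to 65.4), VIT_11s0016g00290.t01 was 38.5-fold lower (23.2 to 69.2), and VIT_05s0062g01160.t01, with 437 reads at the expanding stage and 0 at véraison, was at least 102-fold lower. A probable polygalacturonase (VIT_15s0046g02000.t01) was 26.3-fold lower (15.2 to 49.7) and a beta-galactosidase (VIT_04s0023g02690.t01) was 11.4-fold lower (9.81 to 13.3), whereas the pectinesterase VIT_13s0047g00230.t01 was 33.1-fold higher (25.8 to 43.3). The list of MYB transcription factors also stood apart, percentile 99.97 of matched random lists with a median of 2.35 over 6 members, of which 3 were higher and 1 lower. The higher members were VvMYBA1 and VvMYBA2, known regulators of berry colour, and VvMYBA3, with 178, 113 and 101 reads at véraison against 5, 4 and 11 at the expanding stage. These 3 were named for this comparison after their values were seen, since none reached 200 reads, and as similar copies they may share reads. The median of this list fell in the gap between these 3 and the other members, so its place rested on them. With a floor of 10 reads the list had 7 members and a median of 0.99 and did not stand apart (percentile 98.9), and with a floor of 200 reads only 4 members were left, too few to be placed.

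The other lists did not stand apart between véraison and the expanding stage, although the stilbene synthases, at the 99.14 percentile of lists matched on expression, did so at 99.84 once length was matched too. Of the 15 sugar transport and sucrose genes, 6 were higher and 4 lower, including the sucrose synthase VIT_05s0077g01930.t01, which was 16.5-fold lower (15.3 to 17.9), and the putative hexose transporter VIT_18s0001g05570.t01, which was 11.5-fold higher (10.5 to 12.5). None of the 7 flavonoid and anthocyanin genes was at least 2-fold apart with 50 reads (median 0.00, or -0.74 by total reads). Of the 8 stilbene synthases, 4 were higher and none lower (median 0.96, or 0.21 by total reads with 1 higher, 1 lower), although similar copies may share reads, which leaves their single values uncertain. The 20 organic acid genes had a median of 0.32, which was -0.42 by total reads, with 2 higher and 1 lower. A malic enzyme (VIT_04s0008g00180.t01) was 3.62-fold higher (3.12 to 4.20) and isocitrate lyase (VIT_12s0059g02350.t01) was 3.19-fold lower (3.04 to 3.36). The 10 further organic acid genes found by KEGG names had a median of -0.62 (1 higher, 3 lower), or -1.37 by total reads. With these added, the organic acid list stood apart as lower (median -0.12, percentile 0.3), though KEGG names were given only to genes the authors called. Of 7 aquaporins, 3 were higher and 1 lower, with a median of 0.74 that was 0.00 by total reads. Of 6 pathogenesis-related genes, 2 were higher and 2 lower, with the acidic endochitinase VIT_16s0050g02220.t01 4.38-fold lower (3.10 to 6.34). Of 16 phenylpropanoid genes, 3 were lower, and of 8 photosynthesis genes, 2 were lower. Indole-3-acetic acid-induced protein 19 (VIT_09s0002g05150.t01), the only auxin gene found by its description, was 9.05-fold higher (8.57 to 9.56), whereas 24 auxin genes found by KEGG names had a median of -0.67 (5 higher, 11 lower), or -1.42 by total reads. KEGG names were turned to after the data were seen. Proliferating cell nuclear antigen (VIT_06s0004g05920.t01), a replication protein, was 3.49-fold lower (2.75 to 4.48), and MADS-box protein 3 (VIT_15s0048g01270.t01) was 2.26-fold lower (1.78 to 2.91). Zeaxanthin epoxidase (VIT_07s0031g00620.t01), of abscisic acid synthesis, had 347, 197 and 320 reads at the 3 stages in order. WRKY-type DNA binding protein 1 (VIT_17s0000g01280.t01), given after its values were seen, had 199, 73 and 147 reads. The 4 oleosins, oil-body proteins taken as markers of seed tissue, had a median of -0.56. By total reads the higher and lower members in this comparison were 6 and 16 cell wall loosening, 3 and 2 MYB, 4 and 8 sugar, 0 and 3 flavonoid, 1 and 4 organic acid, 1 and 3 aquaporin, 2 and 2 pathogenesis-related, 0 and 10 phenylpropanoid and 0 and 6 photosynthesis genes. The medians of the sugar and phenylpropanoid lists, -0.27 and -0.40, were -1.01 and -1.15 by total reads and 0.34 and 0.02 after the length trend described next was removed.

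Ratios with the véraison library moved with transcript length. With genes split into 5 length classes of about equal size, the median log2 ratio of véraison over expanding went from 0.62 in the shortest class to -0.86 in the longest (Spearman's rho with length -0.384 across 15442 genes, which are not independent replicates). The short ribosomal protein genes (median length 797 bases) and histones (563 bases) had medians of 0.68 and 0.41, beside 0.62 in the shortest class. These became 0.12 and -0.25 after the length trend was removed and -0.06 and -0.33 when scaled by total reads. The cell wall loosening genes were long (1961 bases) and kept a median of -1.64 without the trend, and the MYB genes (805 bases) kept 1.70. Ratios of véraison over expanding also rose with mean expression over the 3 libraries (rho 0.463). Their median went from -1.30 in the lowest of 5 expression classes to 0.66 in the highest.

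**Figure D1:**
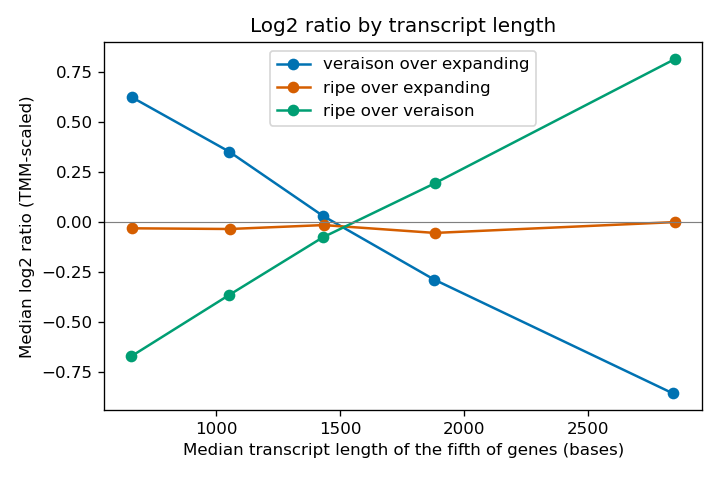
Median log2 ratio (y axis, TMM-scaled) of genes split into 5 classes by transcript length (x axis, median length of each class in bases), with 1 line per pair of stages. Ratios of ripe over expanding stay between -0.05 and 0.00, whereas both comparisons with the véraison library slope, in opposite directions.

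In all, 2724 genes were at least 2-fold higher and 3726 at least 2-fold lower at véraison among 15442 genes with at least 50 reads in the higher library. Genes at least 2-fold higher thus made up 42.2% of those apart, against 13.6% (1076 higher, 6823 lower) when libraries were scaled by total reads, which moved the median log2 ratio of all genes from -0.07 to -0.81. In the authors' deposited table, which is scaled by total reads, 957 genes were called up and 4663 down.

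In the ripe library, anthocyanidin 3-O-glucosyltransferase 2, the 3 VvMYBA genes, all 8 stilbene synthases and 4 of 6 pathogenesis-related genes were higher than at the expanding stage, while the sucrose synthase VIT_05s0077g01930.t01, all 4 oleosins and 14 of 43 ribosomal protein genes were lower. Anthocyanidin 3-O-glucosyltransferase 2 (VIT_16s0039g02230.t01), which adds the sugar that stabilises anthocyanins, had 1 read at the expanding stage and 6446 in the ripe library, 8184-fold higher (1468 to 323285). VvMYBA1 (VIT_02s0033g00410.t01) was 880.3-fold higher (377 to 2713), VvMYBA2 (VIT_02s0033g00390.t01) was 754-fold higher (294 to 2770.0) and VvMYBA3 (VIT_02s0033g00450.t01) was 223-fold higher (124 to 448). The sucrose synthase had 15414 reads at the expanding stage and 3 in the ripe library, 4047-fold lower (1385 to 19627). The other 2 sucrose synthases, given after their values were seen, were higher, with 4485, 8961 and 34776 reads at the 3 stages for VIT_07s0005g00750.t01 (log2 ratio of ripe over expanding 3.30) and 8012, 4345 and 20064 for VIT_11s0016g00470.t01 (1.67). Of 12 gene lists, 6 stood apart. The lists of stilbene synthases, phenylpropanoid genes and pathogenesis-related proteins stood higher, as did the MYB list through its 3 VvMYBA genes. The lists of cell wall loosening and ribosomal protein genes stood lower.

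Among the genes named by the rule, the largest ratio belonged to a glutathione S-transferase (VIT_04s0079g00690.t01), with 1 read at the expanding stage, 4 at véraison and 12100 in the ripe library, 15362-fold higher (2757 to 606806). Grip22 was 14704-fold higher (10300.1 to 21794) and the lipid-transfer protein VIT_14s0108g00520.t01 was 4247-fold higher (1453 to 20598). Class IV chitinase was 1655-fold higher (1428 to 1929) and took 230744 reads in the ripe library. Putative ripening-induced protein 1 was 1085-fold higher (992 to 1189) and ferritin was 1499-fold higher (269 to 59271). Malate synthase (VIT_17s0000g01820.t01), an enzyme of the glyoxylate cycle, had 0 reads at the expanding stage and 2072 in the ripe library, at least 877-fold higher with the 0 set to a floor of 3 reads. Among the lowest, germin-like protein 5 (VIT_14s0060g02730.t01) and phosphoribulokinase (VIT_16s0039g02140.t01), an enzyme of carbon fixation, had 0 reads in the ripe library and were at least 874-fold lower and at least 337-fold lower. Rd22-c was 1083-fold lower (299.6 to 8951), the ribulose bisphosphate carboxylase small chain VIT_11s0052g00820.t01 was 603-fold lower (167 to 4983), against a log2 ratio of -0.62 for the more abundant gene, and aquaporin PIP2 was 155-fold lower (102 to 247). Glutathione peroxidase (VIT_02s0025g03590.t01) was 160.2-fold lower (68.4 to 494), and an oxidase (VIT_10s0116g00560.t01) was 106-fold lower (76.9 to 151). The rule names the most extreme genes, and some other genes with the same description did not follow. Chosen after their values were seen, with reads at the 3 stages in order, these were the glutathione peroxidase VIT_02s0025g03600.t01 (1628, 4825 and 8701 reads), the PIP2 gene VIT_08s0040g01890.t01 (1518, 3287 and 7991 reads), the phosphoribulokinase VIT_02s0109g00080.t01 (1030, 1077 and 1362 reads) and the ferritins VIT_13s0067g01840.t01 (3935, 9164 and 5986 reads) and VIT_06s0004g07160.t01 (2071, 2054 and 1336 reads), with log2 ratios of ripe over expanding of 2.76, 2.74, 0.75, 0.95 and -0.29, while a further ferritin, VIT_08s0058g00410.t01 (2, 294 and 1518 reads), went with the named one.

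All 8 stilbene synthases were at least 2-fold higher in the ripe library (median 3.19, above all 10000 matched random lists), and 7 by total reads (median 2.69). Stilbene synthase 6 (VIT_16s0100g01200.t01) was 16.8-fold higher (14.7 to 19.3) and a stilbene synthase 1 (VIT_16s0100g01070.t01) was 14.2-fold higher (11.9 to 17.2), with the split of reads between copies uncertain. Such copies do not count as 8 independent genes, which limits both the count and the place of this list among random lists. Of the 16 phenylpropanoid genes, 11 were higher and 3 lower (median 1.35, above all 10000 matched random lists), but 4 and 3 by total reads (median 0.85). The 21 further phenylpropanoid genes found by KEGG names had a median of 0.34 (9 higher, 6 lower), which was -0.16 by total reads (8 higher, 8 lower). By the mean in place of the median the list of 16 did not stand apart (percentile 93.2). All but 1 of these encode phenylalanine ammonia-lyase, the entry enzyme of the pathway, so the list says little of lignin itself, and its copies may share reads. The copies VIT_13s0019g04460.t01 and VIT_08s0040g01710.t01 were 4.03-fold higher (3.66 to 4.44) and 3.83-fold higher (3.64 to 4.03). The 1 other member, a caffeoyl-CoA O-methyltransferase (VIT_03s0063g00140.t01), went the other way. It had 727, 358 and 270 reads at the 3 stages and a log2 ratio of -1.08, given after its values were seen. Of 6 pathogenesis-related genes, 4 were higher and 1 lower (median 3.12, above all 10000 matched random lists), with a beta-1,3-glucanase (VIT_05s0077g01150.t01) 22.6-fold higher (21.8 to 23.5), a glucan endo-1,3-beta-glucosidase (VIT_06s0061g00120.t01) 34.8-fold higher (20.8 to 62.7) and pathogenesis-related protein 10 (VIT_05s0077g01580.t01) 3.35-fold higher (3.29 to 3.41). Of the 6 MYB factors, 3 were higher and 2 lower (median 4.06, above all 10000 matched random lists). This median fell in the gap between the 3 VvMYBA genes and the other members, so the place of the list rested on those 3. With a floor of 10 reads the median was 0.31 (percentile 82.9) and the list did not stand apart.

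Of the 27 cell wall loosening genes, 14 were lower and 6 higher (median -1.11, percentile 0.0800 of matched random lists), against 17 and 6 by total reads (median -1.61). The 7 further genes of this kind found by KEGG names went the other way as a group, with a median of 2.66 (4 higher, 2 lower). The pectinesterase VIT_11s0016g00300.t01 was 309-fold lower (184 to 565), and VIT_11s0016g03020.t01, with 0 reads in the ripe library, was at least 357-fold lower. Of the 43 ribosomal protein genes, 14 were lower and 1 higher (median -0.78, below all 10000 matched random lists), against 27 and 1 by total reads (median -1.28). The chloroplastic 30S ribosomal protein S7 (VIT_00s0173g00170.t01) was 8.93-fold lower (6.14 to 13.4), 40S ribosomal protein S24 (VIT_14s0030g01620.t01) was 3.59-fold lower (3.47 to 3.72) and 40S ribosomal protein S8 (VIT_19s0090g01570.t01) was 2.49-fold lower (2.43 to 2.54). All 4 oleosins, the markers of seed tissue, were lower beside these lists (median -2.85). The most abundant, VIT_16s0013g00880.t01, went from 59838 reads at the expanding stage to 1473, 32.0-fold lower (30.4 to 33.7), and VIT_14s0066g00700.t01 had a log2 ratio of -3.91. Whether seeds were removed is not given in the sources used here.

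**Figure D2:**
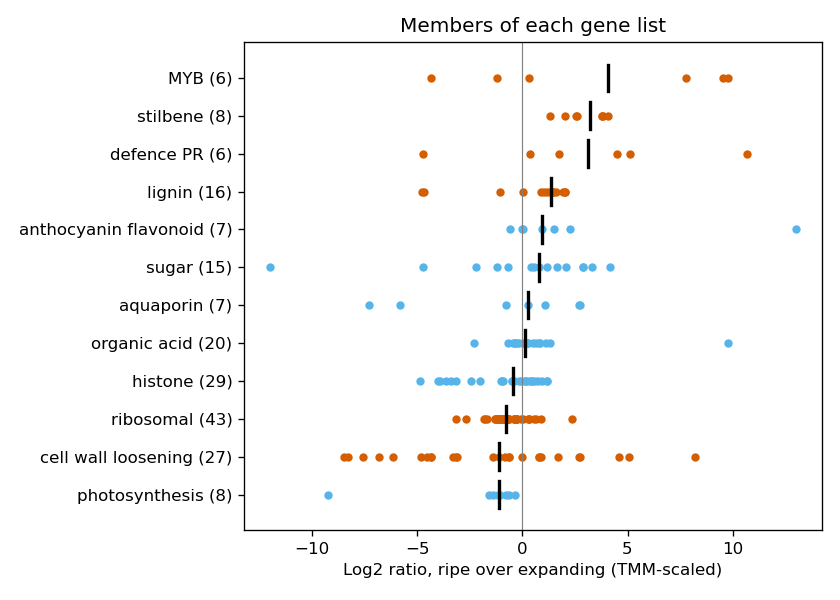
Log2 ratio of ripe over expanding (x axis, TMM-scaled) for each measured member (points) of the 12 gene lists (y axis, number of members in parentheses), with the list median as a black bar. Orange lists stood apart from random lists matched on expression and blue lists did not, and the stilbene synthases lie at a median of 3.19 against -0.78 for the ribosomal proteins.

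Of the 7 flavonoid and anthocyanin genes, 3 were higher and none lower in the ripe library (median 0.94, percentile 93.5 of matched random lists), with anthocyanidin synthase (VIT_02s0025g04720.t01) 4.87-fold higher (4.73 to 5.01). Of 15 sugar genes, 7 were higher and 4 lower (median 0.77), with the putative hexose transporter VIT_00s0181g00010.t01 26.5-fold lower (20.6 to 34.6). Of the 20 organic acid genes, 3 were higher and 1 lower, with a median of 0.13, or -0.37 by total reads. One of them, 3-isopropylmalate dehydrogenase, serves leucine synthesis instead. Of 8 photosynthesis genes, 5 were lower and none higher, and of 29 histones, 9 were lower and 2 higher, with the Histone H2A gene VIT_06s0004g04270.t01 10.5-fold lower (8.18 to 13.8). Histone copies may share reads. Of 7 aquaporins, 3 were higher and 2 lower, with a median of 0.27 that was -0.23 by total reads. By total reads the higher and lower members were 3 and 1 flavonoid (median 0.44), 6 and 5 sugar (median 0.27), 1 and 2 organic acid, 0 and 7 photosynthesis, 0 and 11 histone and 2 and 3 aquaporin genes. The counts of the pathogenesis-related and MYB lists were unchanged. A terpene synthase (VIT_18s0001g04280.t01) was 122-fold higher (47.2 to 449.6), while (-)-germacrene D synthase (VIT_19s0014g04930.t01) was 77.0-fold lower (29.8 to 284). Leucoanthocyanidin reductase 1 (VIT_01s0011g02960.t01), an enzyme of tannin synthesis and the single gene of its list, had 158, 25 and 3 reads at the 3 stages, a value given after it was seen. MADS-box protein 3 was 6.39-fold lower (4.49 to 9.36) and DELLA protein GAI1 (VIT_01s0011g05260.t01), a repressor of gibberellin response, was 1.70-fold lower (1.38 to 2.10). A putative ethylene receptor (VIT_19s0093g00580.t01) was 1.43-fold higher (1.27 to 1.62). This difference is about as large as the shift between TMM and total reads for this pair, so it rests on the scaling. The other gene caught by the ethylene list was methylenetetrahydrofolate reductase, matched only by its name.

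**Figure D3:**
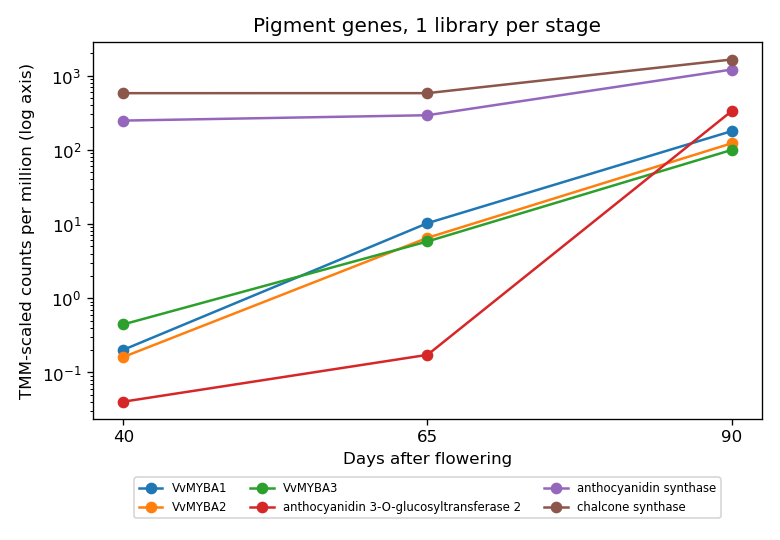
TMM-scaled CPM (y axis, log scale) of 6 genes of the anthocyanin and MYB lists against days after flowering (x axis), with 1 library per stage and no error bars. The 6 genes are the members of these lists at least 2-fold higher in ripe over expanding. Not drawn are the 4 flavonoid genes under 2-fold and the other MYB factors, of which 2 were lower. VvMYBA1 goes from 0.202 to 178 CPM, and anthocyanidin 3-O-glucosyltransferase 2 from 0.0404 to 331.

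Between the ripe and expanding libraries, 2545 of 15739 genes were at least 2-fold higher and 3462 at least 2-fold lower. Higher genes made up 42.4% of those apart, against 23.3% (1578 higher, 5197 lower) by total reads, which moved the median log2 ratio of all genes from -0.03 to -0.53. The authors' deposited table called 1340 genes up and 3856 down. Ratios of ripe over expanding did not move with transcript length (rho -0.00474). They did rise with mean expression (rho 0.300), from a median of -1.02 in the lowest of 5 expression classes to 0.29 in the highest.

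From véraison to the ripe stage all 8 stilbene synthases and the 3 VvMYBA genes were higher, and 30 of 43 ribosomal protein genes were lower. The glutathione S-transferase was 2694-fold higher (1052 to 9889) in the ripe library, and anthocyanidin 3-O-glucosyltransferase 2 was 1914-fold higher (654 to 9282). VvMYBA1, VvMYBA2 and VvMYBA3 were 17.3-fold higher (14.9 to 20.3), 18.7-fold higher (15.5 to 22.8) and 17.1-fold higher (14.0 to 21.0). The sucrose synthase VIT_05s0077g01930.t01 was 245-fold lower (83.5 to 1192). Of the 12 lists, 6 stood apart.

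Germin-like protein 7 (VIT_14s0128g00570.t01) had 0 reads at véraison and was at least 823-fold higher. Malate synthase was 115-fold higher (70.8 to 202), the pectinesterase VIT_15s0048g00510.t01 was 63.1-fold higher (38.1 to 113) and a hexose transporter (VIT_05s0020g03140.t01) was 17.6-fold higher (13.6 to 23.1). A 3-ketoacyl-CoA synthase (VIT_07s0141g00090.t01), an enzyme of wax and fatty acid elongation, was 15.1-fold higher (10.5 to 22.6). Germin-like protein 5 and phosphoribulokinase, both with 0 reads in the ripe library, were at least 129.9-fold lower and at least 75.6-fold lower. Aquaporin PIP1;1 (VIT_13s0067g00220.t01) was 38.3-fold lower (24.6 to 63.1), and the oleosin VIT_16s0013g00880.t01 was 20.7-fold lower (19.6 to 21.8). The non-specific lipid-transfer protein VIT_12s0028g01180.t01 was 19.6-fold lower (18.0 to 21.5). A metallothionein (VIT_08s0007g00330.t01) and a putative metallothionein-like protein (VIT_19s0014g02740.t01), which bind metals, were 15.7-fold lower (13.9 to 17.9) and 11.3-fold lower (10.8 to 11.9). The pectinesterase VIT_15s0048g00500.t01 was 15.1-fold lower (10.9 to 21.4), so that these 2 pectinesterases went in opposite directions.

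All 8 stilbene synthases were higher in the ripe library than at véraison (median 2.13, above all 10000 matched random lists), and 12 of 16 phenylpropanoid genes were higher and 1 lower (median 1.69, above all 10000 matched random lists). Both lists hold similar copies that may share reads, for which the random lists were not matched. The 21 further phenylpropanoid genes found by KEGG names did not follow, with a median of -0.54 (8 higher, 7 lower), or -0.30 by total reads and -0.20 without the length trend. Of 6 pathogenesis-related genes 4 were higher and none lower (median 1.45, percentile 99.95 of matched random lists), among them beta-1,3-glucanase, 14.6-fold higher (14.1 to 15.1), and basic endochitinase (VIT_03s0038g03400.t01), 3.92-fold higher (3.55 to 4.33). The 6 further pathogenesis-related genes found by KEGG names did not follow, with a median of 0.004 (2 higher, 1 lower). Their median was 0.25 by total reads and 0.51 without the length trend. The MYB list had 3 higher and 1 lower of 6 (median 2.28, percentile 99.99 of matched random lists). Here too the median fell in the gap between the 3 VvMYBA genes and the other members. With a floor of 10 reads it was 0.48 (percentile 79.7) and the list did not stand apart. Of 43 ribosomal protein genes, 30 were lower and none higher (median -1.22, below all 10000 matched random lists), against 20 lower by total reads (median -0.97) and 15 once the length trend was removed (median -0.75). 40S ribosomal protein S12 (VIT_11s0037g00080.t01) was 4.65-fold lower (4.51 to 4.80) and 60S ribosomal protein L27 (VIT_19s0027g00710.t01) was 4.44-fold lower (4.21 to 4.68). Of 29 histones, 5 were lower and none higher (median -0.82, percentile 0.170 of matched random lists), or -0.10 without the length trend, with Histone H4 (VIT_13s0067g03650.t01) 2.82-fold lower (2.57 to 3.10). Beside these lists, 3 of the 4 oleosins were lower (median -2.42).

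Ratios of ripe over véraison went from -0.67 in the shortest of the 5 length classes to 0.82 in the longest (rho 0.451). Against random lists matched on length as well as expression, the ribosomal list lay at the 0.110 percentile and still stood apart, whereas the histone list lay at the 42.0 percentile and did not. With length matched, 2 more lists stood apart, the cell wall loosening genes on the lower side (percentile 0.02, against 1.61 by expression alone, median -0.61) and the flavonoid and anthocyanin genes on the higher side (percentile 99.57, against 98.1, median 0.66). Of the lists not apart when matched on expression alone, 4 of 27 cell wall loosening genes were higher and 6 lower, 3 of 7 flavonoid and anthocyanin genes were higher and none lower, 4 of 15 sugar genes were higher and 4 lower, and 3 of 8 photosynthesis genes were lower. Among 20 organic acid genes (median -0.12, or 0.12 by total reads) and 7 aquaporins, 1 of each was higher and 1 lower. By total reads 6 and 5 cell wall loosening genes were higher and lower, and without the length trend 4 and 9. The sugar median of 0.16 was -0.10 without the trend.

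In this pair 2480 of 14070 genes were at least 2-fold higher in the ripe library and 2328 at least 2-fold lower. Higher genes made up 51.6% of those apart, against 65.9% (3249 higher, 1680 lower) by total reads, and the median log2 ratio of all genes went from -0.01 to 0.23. The authors' deposited table called 2035 genes up and 1346 down.

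Over the 3 stages, 2208 genes had their peak at the expanding stage, at least 2-fold above both other stages, 866 at véraison and 1017 in the ripe library. The véraison count was 448 once the length trend was removed and 264 by total reads, and the expanding count was 3901 by total reads. Among the genes with their peak at véraison were 1-aminocyclopropane-1-carboxylic acid oxidase 3, thiamine thiazole synthase 2, indole-3-acetic acid-induced protein 19 and the hexose transporter VIT_18s0001g05570.t01.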

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

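Choices added after the data were seen were the length correction, length matching, KEGG names in the lists, scaling without the véraison library, and the rescaling of single genes, list medians and counts of list members. No paired analysis was possible because each stage had 1 library, and leaving out either library of a pair would leave nothing to compare for that pair. Of 141 ratios of named genes at least 2-fold apart, 7, 0 and 7 were under 2-fold by total reads, the median of ratios and the length correction in order. Of 20 smaller ratios of named genes, 3, 0 and 5 had another sign under these settings in order, as had 7, 0 and 5 of 22 medians of lists that did not stand apart. All 9 gene counts stayed within 1.5 times under the median of ratios. With total reads, 1076 genes were higher and 6823 lower at véraison than at the expanding stage, 1578 higher and 5197 lower in the ripe library than at the expanding stage, and peaks numbered 3901 at the expanding stage and 264 at véraison. The deposited RPKM ratios gave the same 1076, 6823, 1578 and 5197 by construction, since they are scaled by total reads. The deposited calls gave 957 higher at véraison, 1340 higher in ripe than expanding and 1346 lower in ripe than véraison. These calls differ in scaling and in thresholds, and the 2 were not separated. A floor of 1 read gave 4920 higher and 6314 lower (véraison over expanding), 4542 and 5884 (ripe over expanding) and 4703 and 4521 (ripe over véraison). More genes enter with it, but a gene with 1 read against 0 is then set against the floor of 3 reads. Its direction is thus reversed, and these counts include such genes. A floor of 200 reads gave 2074 lower at véraison and 2031 lower in ripe than expanding, 1544 higher in ripe than véraison and 1207 peaks at the expanding stage, and a floor of 10 gave 3313 such peaks. A 4-fold threshold gave 834 higher and 1593 lower (véraison over expanding), 1101 and 1862 (ripe over expanding), 722 and 651 (ripe over véraison), and 1103, 95 and 332 peaks at the 3 stages in order. Removal of the length trend left 448 peaks at véraison. Some explanations of the trend are weighed below, and its origin was not tested. Between véraison and expanding, 2 lists stood apart, against 3 with length matched, 1 with a floor of 10 or 200 reads, 4 with the outer 2.5 percent at either end and 7 with KEGG names added, whose members were chosen by the authors' calls. With length matched, 7 lists stood apart in ripe over véraison against 6, with 2 gained and 1 lost. The MYB list lost its place in all 3 comparisons with a floor of 10 or 200 reads, with a further member or with only 4 left, in véraison over expanding and ripe over expanding with KEGG names added, and in ripe over véraison by the list mean. By the mean the phenylpropanoid list (ripe over expanding) and the pathogenesis-related list (ripe over véraison) also lost theirs, the latter at the threshold, and the histone list (ripe over véraison) lost its place with a floor of 200 reads. By the mean the flavonoid and anthocyanin list stood apart as higher in ripe over expanding and over véraison, and the photosynthesis list as lower in ripe over expanding. In unmatched lists the ribosomal list stood apart as higher in véraison over expanding. Scaling without the véraison library left 2545 and 3462 genes by construction, since TMM sets each library against the ripe one, and so says nothing of stability. Depth limits ratios of genes with 1 to 3 reads in a library, such as the glutathione S-transferase and anthocyanidin 3-O-glucosyltransferase 2, whose intervals are wide.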

Other observations

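Of the tests in this part, those of expression level and of length matching for the ribosomal list were set before their results were seen, and the others after. Heat shock proteins were seen only through KEGG names, which the tables give to genes the authors called in at least 1 comparison, so these members were selected for change and were chosen after the data were seen. Of 24 such genes, 19 were at least 2-fold higher in the ripe library than at the expanding stage and 1 lower (median log2 2.88, or 2.38 by total reads), and 23 were higher than at véraison and none lower (median 3.12). At véraison over expanding, 5 were higher and 10 lower (median -0.47), so part of the ratio of ripe over véraison came from low values at véraison. Scaled by total reads, 1 was higher and 13 lower in that comparison (median -1.22), and without the length trend 2 and 11 (median -0.72). The HSP20 family gene VIT_04s0008g01570.t01 had 45, 102 and 4901 reads at the 3 stages, 138-fold higher (103 to 189.8) in ripe over expanding, and VIT_04s0008g01550.t01 had 113, 139 and 6485, 72.9-fold higher (60.5 to 88.5). An HSP90A gene (VIT_16s0050g01150.t01) had 180, 38 and 4133 reads, 29.2-fold higher (25.1 to 34.0), while another (VIT_19s0015g01090.t01) was 2.03-fold lower (1.98 to 2.08). Similar HSP20 copies may share reads. No explanation for the heat shock genes was tested.

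By KEGG names, with the same selection, 143 further ribosomal protein genes had a median of -0.75 in ripe over expanding (1 higher, 41 lower) and -1.65 in ripe over véraison (1 higher, 115 lower), the latter -1.01 after the length trend was removed. Scaled by total reads, the 2 medians were -1.25 (0 higher, 100 lower) and -1.40 (1 higher, 106 lower). A further 38 photosynthesis genes had medians of -0.97 and -1.46, with 18 and 25 lower and 2 and 1 higher, and the second was -0.96 after the length trend was removed. With total reads these medians were -1.47 (2 higher, 30 lower) and -1.21 (1 higher, 21 lower). Both groups were above 0 in véraison over expanding, at 0.93 and 0.52, which became 0.29 and -0.00 after the length trend was removed and 0.18 and -0.23 by total reads. In véraison over expanding, ripe over expanding and ripe over véraison in order, the medians were 0.77, 2.66 and 0.42 for 7 cell wall loosening genes, -0.58, 0.34 and -0.54 for 21 phenylpropanoid genes, and -0.67, -1.28 and -1.31 for 24 auxin genes. By total reads these were 0.02, 2.15 and 0.67, then -1.33, -0.16 and -0.30, then -1.42, -1.78 and -1.07, and the cell wall median of ripe over véraison was -0.14 without the length trend. In ripe over expanding alone, the medians, with those by total reads in parentheses, were 3.60 (3.10) for 6 pathogenesis-related, -0.18 (-0.68) for 5 sugar, 0.31 (-0.19) for 10 organic acid, -0.94 (-1.44) for 8 terpenoid, 0.94 (0.44) for 5 abscisic acid, -0.87 (-1.37) for 8 ethylene, -1.004 (-1.50) for 9 cytokinin and -1.81 (-2.31) for 5 brassinosteroid genes. Only the organic acid and phenylpropanoid medians of ripe over expanding changed sign with the scaling.

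The length trend of the véraison library was weighed first. An effect of expression level is argued against, since within deciles of mean expression the median rho of length with the véraison over expanding ratio was -0.472 (-0.540 to -0.137 over the 10 deciles). Mean expression includes the libraries compared, so the deciles are not independent of the ratio, which limits this test. Families of short genes that are high together are argued against as the whole source, since rho was -0.301 among the 7716 genes longer than the median. The ratio of ripe over expanding had a rho of -0.00474, which is consistent with a length bias in the véraison library alone, whose origin was not tested. A stage-specific change in short against long transcripts remains open and untested, because the stage and the library are the same sample.

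The ribosomal protein genes, with a median of 0.68 at véraison over expanding (11 higher, 3 lower, or 3 higher, 6 lower by total reads and 3 higher, 5 lower without the length trend), were weighed for the same length bias. The list lay at the 82.8 percentile of lists matched on expression and at the 11.5 percentile with length matched too. It did not stand apart in either case, so the length bias and the stage cannot be told apart for this list. With KEGG names added, given only to genes the authors called, it had 186 members and stood apart as higher when matched on expression (median 0.87, percentile 99.75).

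By total reads most genes were lower in the ripe library than at the expanding stage, with a median log2 ratio of -0.53. A few genes taking most reads do not account for all of it, since the median stayed at -0.28 without the 100 most abundant genes of each library (181 genes in all) and at -0.18 without the 1000 most abundant (1472 genes), although the 100 most abundant held 34.4% of reads in the ripe library and 22.8% at the expanding stage. Length bias is argued against as well, since the shortest of 5 length classes had a median of -0.53. The shift was largest in weakly expressed genes, with a median by total reads of -1.52 in the lowest of 5 classes of mean expression and -0.21 in the highest. Mean expression includes the 2 libraries compared, so it is not independent of their ratio. What lies behind the remainder was not tested.

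In the authors' deposited tables of class enrichment, the p-values equalled the chance of more than the observed number of genes in a class, to within 2.1e-15, and not of that number or more. A class with its 1 gene called thus got a p of 0 in each of the 3 GO tables. In the authors' deposited table of ripe over véraison, structural molecule activity held 145 of 1623 called genes against 374 of 11337 in the background. Such p-values treat genes as independent and rest on 1 library per stage.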
